A study of Mus musculus with 16 samples. Its data were reported in "Early postnatal serotonin modulation prevents adult-stage deficits in Arid1b-deficient mice through synaptic transcriptional reprogramming" (2022).

How the data were processed

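RNA sequencing was performed by the authors on the medial prefrontal cortex of 16 male mice at postnatal day 120. Mice were wild type (WT) or heterozygous (HT) for a protein-truncating mutation in exon 5 of Arid1b, which encodes a subunit of the SWI/SNF chromatin remodelling complex. Pups received vehicle (Veh) or fluoxetine (Flx), a selective serotonin reuptake inhibitor, through the milk of their dams between postnatal days 3 and 21. The dams drank water with saccharin (0.2%), to which fluoxetine was added at 0.1 mg per ml in the Flx groups. Each mouse contributed 1 sample. The sample titles do not name the dam or litter of a mouse, and the tests treat mice as independent. If mice of a group shared a dam, fewer than 4 separate treatments lie behind that group. Groups and replicate numbers were taken from the sample titles, which gave 4 groups of 4 mice.

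The authors prepared stranded poly-A libraries, sequenced them as paired-end reads, quantified transcripts with Salmon in quasi-mapping mode with GC bias correction on the GRCm38 mouse transcriptome, summarised them to genes with tximport and normalized them in DESeq2. The deposited signal is therefore a normalized read count, that is, an estimated read count per gene divided by a DESeq2 normalization factor of the authors. The values were not whole numbers and were not whole multiples of a common step in any sample, so the reads behind them could not be recovered and the sequencing depth is unknown. No confidence interval or detection floor that needs the depth is given. Replicates had not been pooled. The table held 18424 genes, of which 18411 were matched to a symbol by Ensembl identifier. Positions and gene types were taken from a GENCODE annotation of GRCm38. All 16 columns were used. A value of 0 in such a table can be a failed estimate, so a gene is described as listed at 0.

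Because the values were not counts, each comparison was tested with limma (version 3.58.1 in R 4.3.3; lmFit and eBayes with an intensity trend) on log2(value + 1), over genes with a value of at least 10 in at least 4 of the samples in the fit. Only the samples of the groups compared entered the fit, without covariates. The interaction, that is, the fluoxetine change in HT minus the fluoxetine change in WT, used all 16 samples. P-values were two-sided and were adjusted by the method of Benjamini and Hochberg, with a threshold of 0.05. A log2 change on this scale understates the change of genes with low values. Single values and gene set scores were compared between groups by exact permutation tests, two-sided, of the difference of mean log2(value + 1). With 4 mice per group these tests cannot give a p below 0.0286. Correlations over 10 or more samples were tested by random permutations, and those over fewer samples by exact permutation.

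Gene sets were tested with fgsea (version 1.28.0) on genes ranked by the sign of the change times -log10 p, with the unweighted score and 10000 gene permutations, as the methods of the study use preranked enrichment with the classic score. The curated collections used by the authors were not used here. In their place, 13 sets were written by hand: ribosomal proteins, mitochondrial ribosomal proteins and oxidative phosphorylation, defined by symbol pattern, and synapse, fragile X protein targets, autism risk, chromatin and 6 sets of cell type markers. These short lists are partial versions of what their names say. The table listed at least 96.0% of the genes of each of the 10 hand-written lists. Since gene permutation treats genes as independent, the same sets were also tested with camera (limma), which estimates the correlation between the genes of a set, and by an exact permutation test of each sample's mean over the set.

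The genes named in the text were set by a rule: Arid1b, 4 genes of the pathway the study examined (Hdac4, Mef2a and Arc among them), 10 fragile X protein targets that the study had named from whole brain, reported as a list, and for each comparison up to 3 genes that rose and 3 that fell with the largest change among those past the threshold with no overlap between the groups, or the 2 genes with the smallest p where none passed. For the interaction only the adjusted p was required. Of the genes set by this rule, 2 are not reported here. Other genes named were chosen after their values were seen.

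Sample groups, tests, gene sets, the naming rule and the alternatives were fixed before the data were examined. The alternatives were pseudocounts of 0.1 and 8, no filter on low values, a mean of at least 100, rescaling to a common upper quartile, quantile normalization, all 4 groups in the fit, sample quality weights, the replicate number as a block, leaving out each mouse in turn, a weighted enrichment score, ranking by the moderated statistic, camera, and sharing out the HT-Veh samples in the reversal correlation. A covariate for olfactory bulb markers was added after seeing the data. The replicate numbers come from the sample titles. They belong to different mice, and nothing in the labels says that they pair mice across groups, so the block was an alternative. Whether they pair the samples was checked by the correlation, over genes, of the deviations of same-numbered samples from their group means.

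The tests were run on simulated data built on the 16832 genes of 1 comparison, with 4 samples per group and 200 genes changed. At a simulated log2 change of 0.5, 21.0% of the changed genes were recovered. At a change of 1, 78.5% were recovered, and at a change of 2, 94.5%. The false share among calls was 2.33%, 3.68% and 8.25% in that order, the last above the nominal rate. In a simulation that shifted 1 of the 13 sets by 0.2, preranked enrichment and camera each called that 1 set. Genes were drawn independently of one another there. In the data, camera estimated a correlation between genes of a set of up to 0.78 (oxidative phosphorylation in WT-Flx versus WT-Veh). The simulated shift is larger in size than the median change of any set tested here (at most -0.15, oxidative phosphorylation in HT-Veh versus WT-Veh). Whether camera detects shifts as small as those in the data, in sets whose genes vary together, is therefore not shown. Regrouped real samples gave 1 to 12 sets by preranked enrichment, so the simulation does not stand for false calls there. Other splits of the same samples into groups of the same sizes were used to ask how often a regrouping gives as large a result, with all 35 splits of 8 samples, and 100 drawn splits for the interaction.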

Results

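To examine how early fluoxetine treatment affects the adult cortical transcriptome of mice lacking 1 copy of Arid1b, RNA sequencing data from the medial prefrontal cortex at postnatal day 120 were analysed. The 4 groups were WT-Veh, WT-Flx, HT-Veh and HT-Flx, with 4 male mice each. Treatment had ended at postnatal day 21, so the adult mice had been without the drug since then. Values are normalized read counts of 18424 genes, 15227 of them protein-coding. Normalized totals ran from 92.8% of their mean in WT-Veh replicate 1 to 104% in HT-Veh replicate 3. These totals follow from the normalization, and the sequencing depth of the samples is unknown. The mitochondrial gene mt-Co1 had the largest share in every sample, from 3.02% to 4.23% of the total. On the log2 scale, the median correlation across genes between samples was 0.978 for the 24 pairs within groups and 0.978 for the 96 pairs between groups. No columns were identical.

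The samples differed in a way that the groups did not fully explain. The first principal component of 13836 genes carried 30.8% of the variance, against 11.9% for the next. WT-Veh replicate 1, WT-Flx replicates 1 and 4 and HT-Veh replicate 4 lay at its positive end. Genes with the largest loadings included markers of the olfactory bulb, a structure in front of the prefrontal cortex. Normalized counts of Eomes ran from 0 in HT-Flx replicate 3 to 899 in WT-Veh replicate 1. Those of Cdhr1 ran from 63.3 to 3485 in the same mice. A score was therefore computed for each sample as the mean log2(value + 1) of 10 olfactory bulb markers, a list written after this component had been seen. The score was 9.65 in WT-Veh replicate 1 and from 3.74 to 4.12 in the other WT-Veh mice. It was 6.67, 7.79, 5.09 and 9.34 in WT-Flx replicates 1 to 4. In HT-Veh it was 7.30 in replicate 4 and from 3.60 to 4.33 in the others, and in HT-Flx it ran from 3.42 to 4.21. HT-Flx scored lower than WT-Flx by an exact permutation test (difference -3.24, p 0.0286, the smallest possible; adjusted over 5 comparisons 0.143), with no overlap between the groups. Over all 16 samples, HT and WT mice differed by -1.86 (permutation p 0.0741, adjusted 0.185). In the other 3 comparisons of groups the exact permutation p was 0.314 or more. These differences between mice enter each comparison of groups, and the difference in mean score was largest in HT-Flx versus WT-Flx.

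**Figure D1:**
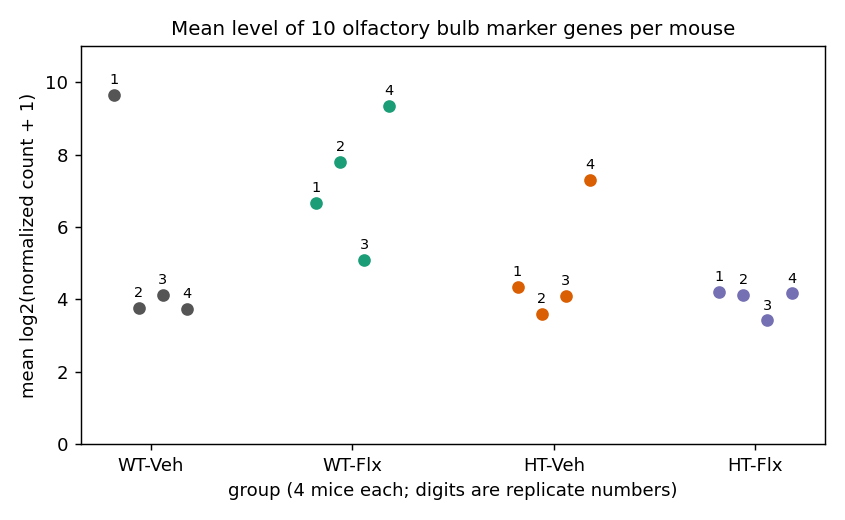
Mean log2(normalized count + 1) of 10 olfactory bulb marker genes in each of the 16 mice, by group. Each point is 1 mouse and the digit is its replicate number; WT-Veh replicate 1 (9.65) and WT-Flx replicate 4 (9.34) lie highest, and all 4 HT-Flx mice (3.42 to 4.21) lie below all 4 WT-Flx mice (5.09 to 9.34).

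Arid1b, the targeted gene (ENSMUSG00000069729, chromosome 17, 4994332 to 5347656, GRCm38), was examined first as a check of the genotype labels. Its normalized count was 2368 ± 432 in WT-Veh, 2159 ± 233 in WT-Flx, 1795 ± 160 in HT-Veh and 1636 ± 61.02 in HT-Flx (mean ± SD, n = 4 each). The HT mean was 75.8% of the WT mean under vehicle and 75.8% under fluoxetine. With vehicle, the log2 difference of -0.38 did not pass the exact permutation test (p 0.0857), and WT-Veh replicate 1, at 1787, lay within the HT-Veh range of 1619 to 2005. With fluoxetine, the groups did not overlap and the log2 difference was -0.39 (exact permutation p 0.0286, the smallest possible). In the limma fits across all genes neither change passed the adjusted threshold (adjusted p 0.922 and 0.289). When both treatments were tested together, with genotype permuted within treatment, the difference of -0.39 gave an exact permutation p of 0.00122. In a limma fit of genotype over both treatments, the adjusted p over all genes was 0.124, and with the olfactory bulb score as a covariate it was 0.0285 (log2 difference -0.51). These combined tests were added after the separate tests had been seen. Among the alternatives, the vehicle difference was largest without WT-Veh replicate 1 (-0.51) and smallest without WT-Veh replicate 3 (-0.29).

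**Figure D2:**
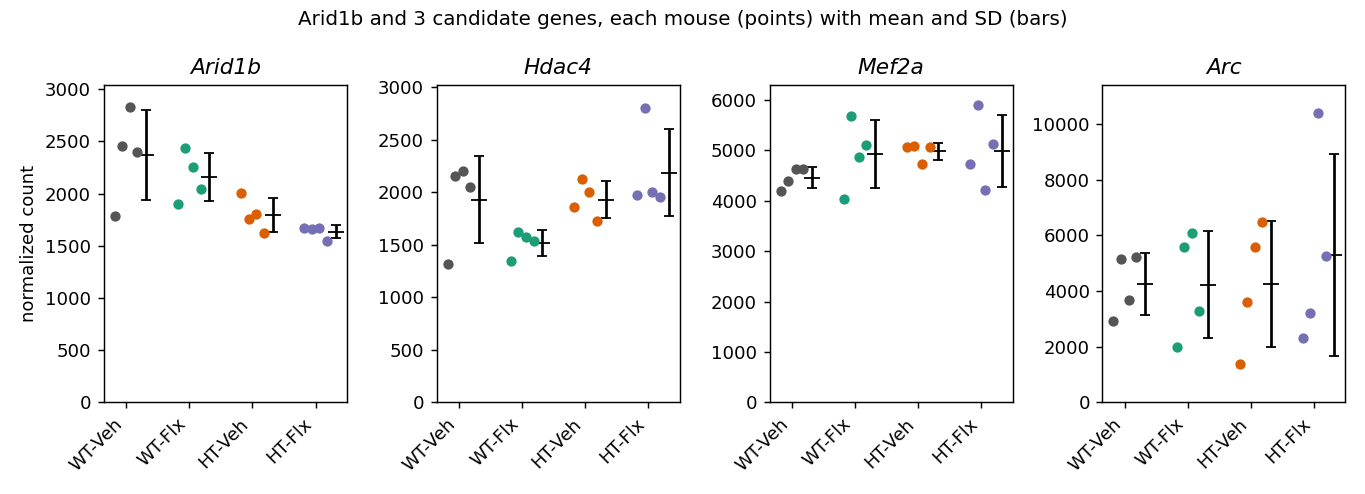
Normalized counts of Arid1b and of 3 genes of the examined pathway (Hdac4, Mef2a, Arc) in the 4 groups, with the vertical axis in normalized counts from 0. Points are single mice in the order of their replicate numbers, and the bar beside them gives the mean and SD of the 4 mice; Arid1b is lower in all HT-Flx mice (1545 to 1671) than in all WT-Flx mice (1902 to 2433), while WT-Veh replicate 1 (1787) lies among the HT-Veh mice.

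To determine the effect of genotype alone, HT-Veh was compared with WT-Veh. Of 16832 genes tested, 3 passed an adjusted p of 0.05, 1 higher and 2 lower in HT-Veh, and 822 had an unadjusted p under 0.05 (4.88%). Groups did not overlap for 3.84% of genes, where chance gives 2.86%. Ccdc3 (ENSMUSG00000026676, chromosome 2, 5137776 to 5230878) rose from 431 ± 24.4 to 753 ± 67.8, a log2 change of 0.80 (SE 0.090, limma adjusted p 0.0322). Rspo1 (ENSMUSG00000028871, chromosome 4, 124986430 to 125009099), which encodes a secreted activator of Wnt signalling, went from 284 ± 26.8 to 117 ± 12.4, a log2 change of -1.27 (SE 0.13, limma adjusted p 0.0229). Fam220a (ENSMUSG00000083012, chromosome 5, 143548708 to 143564531) went from 49.4 ± 15.9 to 3.76 ± 1.93, a log2 change of -3.44 (SE 0.40, limma adjusted p 0.0322). Its symbol is shared by 2 gene identifiers, so reads can be divided between copies, and its level is uncertain. None of the 3 genes was called between the genotypes under fluoxetine. Fam220a overlapped there, at 2.48 to 47.1 in WT-Flx and 5.43 to 41.2 in HT-Flx. In HT-Flx versus WT-Flx, Rspo1 changed by -0.51 (limma adjusted p 0.581) and Ccdc3 by 0.36 (limma adjusted p 0.465). The count of genes depended on the fit: it was 20 with the olfactory bulb score as a covariate and 0 with all 4 groups in the fit, which left 666 genes at an unadjusted p under 0.05.

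To test what early fluoxetine changed in HT mice, HT-Flx was compared with HT-Veh. None of 16814 genes passed the adjusted threshold, and 516 had an unadjusted p under 0.05 (3.07%). The smallest adjusted p in limma was 0.900. Groups did not overlap for 1.99% of genes, below the 2.86% that chance gives. The 2 genes with the smallest p were Sike1 (ENSMUSG00000027854, chromosome 3, 102995708 to 103008459), with a log2 change of 0.54 (SE 0.089) from 1232 ± 97.8 to 1797 ± 183, and Svil (ENSMUSG00000024236, chromosome 18, 4920540 to 5119299), with a log2 change of -0.64 (SE 0.12) from 377 ± 44.3 to 241 ± 18.4. The count was 0 under every alternative tried, with 328 to 939 genes at an unadjusted p under 0.05.

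The same drug comparison was made in WT mice. None of 16833 genes passed in WT-Flx versus WT-Veh, and 707 had an unadjusted p under 0.05 (4.20%). Same-numbered samples of these groups had a mean correlation of deviations of 0.102. With the replicate number as a block, the count was again 0, with 1237 genes at an unadjusted p under 0.05. Groups did not overlap for 2.89% of genes, where chance gives 2.86%. Among the genes with the smallest p was AC123659.1 (ENSMUSG00000117165, chromosome 17, 39636968 to 39637144), a processed pseudogene listed at 0 in every WT-Veh mouse and at 42.4, 12.1, 11.7 and 18.9 in WT-Flx replicates 1 to 4 (limma adjusted p 0.168). Processed pseudogenes have near-identical copies elsewhere, so its value is uncertain. Sample quality weights moved this count most, to 12 genes.

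Genotype was also compared under fluoxetine. In HT-Flx versus WT-Flx, 7 of 16788 genes passed, 3 higher and 4 lower in HT-Flx, and 1754 had an unadjusted p under 0.05 (10.4%). Groups did not overlap for 5.83% of genes, against 2.86% by chance. Tmem181b-ps (ENSMUSG00000096780, chromosome 17, 6438524 to 6467022) rose from 3505 ± 359 to 7531 ± 1507, a log2 change of 1.09 (SE 0.14, limma adjusted p 0.0188). Tmem181c-ps (ENSMUSG00000093880, chromosome 17, 6613753 to 6639790) rose from 85.2 ± 19.3 to 241 ± 54.4, a log2 change of 1.49 (SE 0.22, limma adjusted p 0.0428). Both are annotated as unprocessed pseudogenes, lie downstream of Arid1b on the same chromosome and share sequence with Tmem181a, so reads can be divided among them. Gm49601 (ENSMUSG00000116594, chromosome 16, 18620466 to 18626427) rose from 876 ± 224 to 2119 ± 480, a log2 change of 1.28 (SE 0.19, limma adjusted p 0.0428). The 4 lower genes, Gm38226, Gm48583, Gm38317 and AC123659.1, were listed at 0 in every HT-Flx mouse. Gm48583 was also at 0 in every HT-Veh mouse, and AC123659.1 in every WT-Veh mouse. In HT-Veh, Gm38226 ran from 0 to 25.1, Gm38317 from 0 to 14.1 and AC123659.1 from 0 to 12.4. Gm38226 (ENSMUSG00000103949, chromosome 9, 98771105 to 98771625) was at 30.9 to 48.7 in WT-Flx, Gm48583 (ENSMUSG00000114277, chromosome 13, 60641790 to 60642009) at 15.9 to 28.1, Gm38317 (ENSMUSG00000103735, chromosome 3, 12975359 to 12975701) at 18.5 to 26.1 and AC123659.1 at 11.7 to 42.4. The last 3 are processed pseudogenes, and Gm38226 is annotated as a transcript to be experimentally tested. None of the 7 genes passed with the olfactory bulb score as a covariate, where 365 genes had an unadjusted p under 0.05. The standard errors grew, and most changes stayed near the same size: Gm38226 went from -5.22 (SE 0.47) to -5.45 (SE 0.87), Gm48583 from -4.61 to -5.04, Gm38317 from -4.60 to -4.71, AC123659.1 from -4.28 to -4.15, Tmem181b-ps from 1.09 (SE 0.14) to 1.104 (SE 0.25) and Tmem181c-ps from 1.49 to 1.42. Gm49601 went from 1.28 to 0.74. With all 4 groups and the covariate, none passed either. The higher genes were at 0.77 for Tmem181b-ps, 0.91 for Tmem181c-ps and 0.81 for Gm49601, all smaller than without the covariate, and the lower genes were at -5.32 to -3.77. That score and genotype are partly confounded in these 8 mice.

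Whether the change with fluoxetine differed between genotypes was tested directly as an interaction. None of 17567 genes passed, and 754 had an unadjusted p under 0.05 (4.29%). The smallest p belonged to Pfdn2 (ENSMUSG00000006412, chromosome 1, 171345670 to 171359254), with an interaction of -0.59 on the log2 scale (SE 0.11, limma adjusted p 0.596). Pfdn2 rose with fluoxetine in WT, from 1939 ± 137 to 2692 ± 177, and went from 2008 ± 154 to 1848 ± 131 in HT. The next was AC123659.1 (limma adjusted p 0.596), listed at 0 in all WT-Veh and all HT-Flx mice. Gene calls in one comparison and not in another are therefore not shown to differ between treatments or genotypes.

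The study examined a pathway in which Hdac4, a histone deacetylase, represses Mef2a, a transcription factor with targets at synapses that include Arc. The p-values were adjusted over all genes and over the list of 4 genes set for this pathway. In HT-Veh versus WT-Veh, none of these 3 genes passed either way. Hdac4 (ENSMUSG00000026313, chromosome 1, 91928779 to 92195699) was at 1929 ± 414 in WT-Veh and 1928 ± 174 in HT-Veh, a log2 change of 0.024 (SE 0.15). Mef2a (ENSMUSG00000030557, chromosome 7, 67231163 to 67372858) was at 4462 ± 209 and 4987 ± 170, a log2 change of 0.16 (SE 0.060), with a limma adjusted p of 0.0939 over the 4 genes and 0.922 over all genes. Arc (ENSMUSG00000022602, chromosome 15, 74669083 to 74672570) changed by -0.18 (SE 0.42), from 4248 ± 1123 to 4259 ± 2264. The sign for Hdac4 reversed with quality weights (-0.094) and with the olfactory bulb score as a covariate (-0.028).

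In HT-Flx versus HT-Veh, the log2 changes were 0.17 (SE 0.12) for Hdac4, -0.0082 (SE 0.092) for Mef2a and 0.30 (SE 0.50) for Arc. The smallest limma adjusted p over the 4 genes was 0.709, for Hdac4. Each of these changes was within the spread of the mice. HT-Flx means were 2184 ± 412 for Hdac4, 4994 ± 716 for Mef2a and 5304 ± 3625 for Arc. The sign for Mef2a depended on the fit, and the change was 0.013 with the olfactory bulb score as a covariate. In WT mice, Hdac4 went from 1929 ± 414 to 1520 ± 123 with fluoxetine, a log2 change of -0.32 (SE 0.16, limma adjusted p over the 4 genes 0.284). Between the genotypes under fluoxetine, Hdac4 was higher in HT-Flx by 0.51 (SE 0.13), with no overlap between the groups. Its limma adjusted p was 0.00623 over the 4 genes and 0.289 over all genes. The olfactory bulb scores of HT-Flx (3.42 to 4.21) and WT-Flx (5.09 to 9.34) did not overlap either. Genotype and bulb score are therefore not told apart for Hdac4 in this comparison, which also enters the interaction. The interaction for Hdac4 was 0.48 (SE 0.21), with a limma adjusted p of 0.133 over the 4 genes and a permutation p of 0.0535.

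As a list, the 10 fragile X protein targets that the study had named from whole brain (Hdac4, Grm4, Arhgef11, Sipa1l2, Zc3h4, Gbf1, Rph3a, Map1a, Abr and Clip3) shifted little. The median log2 change was 0.047 in HT-Veh versus WT-Veh, 0.0074 in HT-Flx versus HT-Veh, -0.032 in WT-Flx versus WT-Veh and 0.074 in HT-Flx versus WT-Flx. Among 10000 random lists matched on mean expression, these medians lay at percentiles 76.6, 33.7, 24.4 and 71.3. The sign of the median depended on the fit in each comparison. With all 4 groups and the olfactory bulb score as a covariate, it was -0.0027, -0.066, 0.087 and -0.13 in the same order. Exact permutation tests of the list's mean gave p 0.914, 0.971, 0.886 and 0.543 in the same order. None of the 10 genes passed over all genes. Adjusted over the 10 genes, only Hdac4 passed, in HT-Flx versus WT-Flx (limma adjusted p 0.0156). The olfactory bulb scores of those groups did not overlap either.

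The study used gene set enrichment to ask which pathways moved with genotype and with the drug. Of 13 sets, 9 passed an FDR of 0.05 in HT-Veh versus WT-Veh, 5 with positive and 4 with negative enrichment. The strongest was oxidative phosphorylation (82 genes, normalized enrichment score -6.73), of which 2.44% of genes rose, with a median log2 change of -0.15. Mitochondrial ribosomal proteins (-5.05), ribosomal proteins (-4.37) and oligodendrocyte markers (-2.61) were also negative. Positive scores were found for autism risk genes (3.92), fragile X protein targets (3.89), synapse genes (2.83), microglia markers (2.52) and markers of glutamatergic neurons (1.73). The median log2 change of the fragile X protein targets was 0.070 and that of the synapse genes 0.085. Camera, which allows for the correlation between the genes of a set, called 0 sets, with 0 at an unadjusted p under 0.05 and a smallest p of 0.0930. Exact permutation tests of the set means gave p 0.0286, the smallest possible, for oxidative phosphorylation and for glutamatergic neurons, and neither passed after adjustment over 13 sets (0.186). After that adjustment a set can pass only if most of the 13 reach the smallest p, so the adjusted test could hardly pass any. Without WT-Veh replicate 1, the scores of the ribosomal proteins and the fragile X protein targets reversed, to 2.64 and -2.92.

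In HT-Flx versus HT-Veh, 8 sets passed, 2 with positive and 6 with negative enrichment. Fragile X protein targets (2.39) and chromatin genes (1.87) were positive. Ribosomal proteins (-4.55), microglia markers (-3.40), oxidative phosphorylation (-3.23), astrocyte markers (-3.21), markers of endothelial and mural cells (-2.92) and markers of GABAergic neurons (-1.83) were negative. The synapse score was 1.31 with an FDR of 0.176. In WT-Flx versus WT-Veh, 5 sets passed: oligodendrocyte markers (3.02) and autism risk genes (1.76) were positive, and oxidative phosphorylation (-4.03), fragile X protein targets (-2.59) and ribosomal proteins (-2.51) were negative. With the replicate number as a block, 4 sets passed there (check of the pairing, 0.102). Camera called 0 sets in either comparison, with 0 at an unadjusted p under 0.05 (smallest p 0.230 in HT and 0.370 in WT), and no exact permutation test of a set mean gave a p under 0.05. Fragile X protein targets thus had a positive score with fluoxetine in HT and a negative score in WT. The difference between these changes was 0.049 on the log2 scale (permutation p 0.684), and none of the 13 sets differed between the genotypes in its change with the drug (smallest adjusted p 0.894). With the olfactory bulb score as a covariate, the fragile X score reversed in both, to -2.14 in HT and 4.08 in WT.

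**Figure D3:**
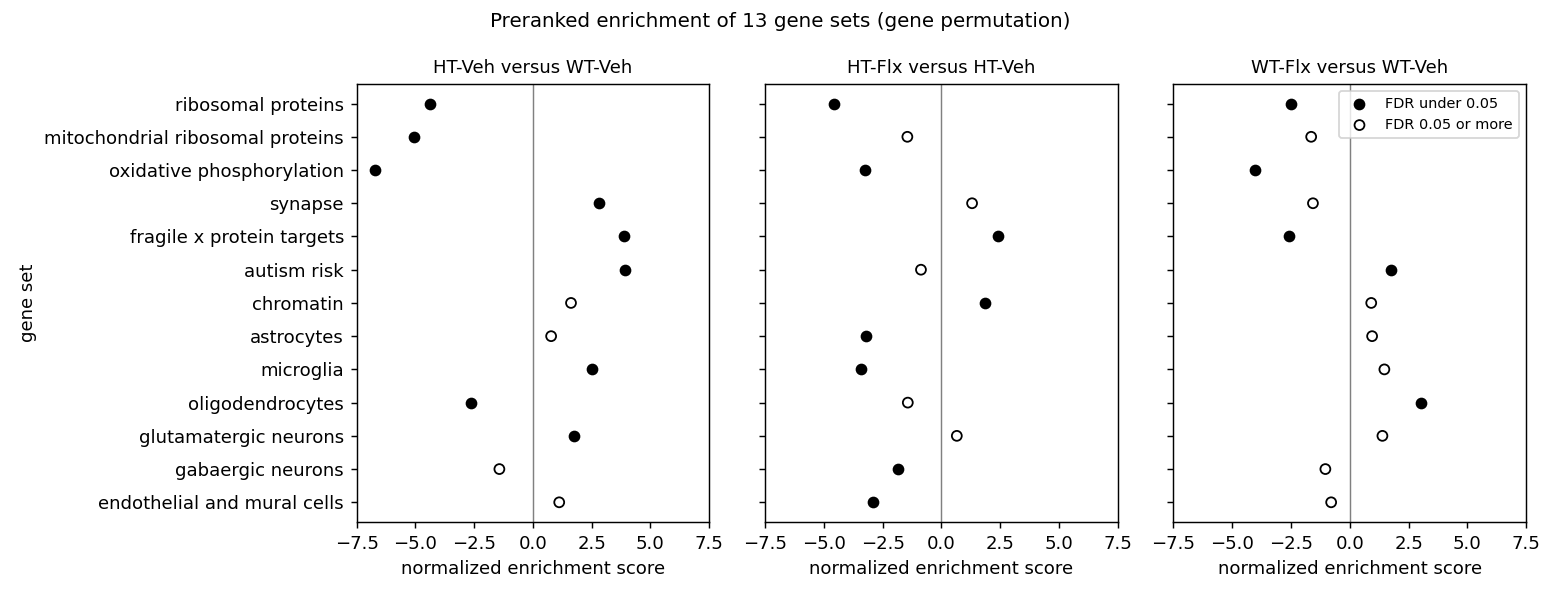
Normalized enrichment scores (no unit) of 13 gene sets in 3 comparisons, from preranked enrichment with gene permutation. Each point is 1 set, and filled points have an FDR under 0.05 (9, 8 and 5 sets from left to right); oxidative phosphorylation is negative in all 3 comparisons (-6.73, -3.23 and -4.03), and camera called 0 sets in each.

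Finally, whether the change with fluoxetine ran against the change with genotype was examined across genes. The log2 change in HT-Flx versus HT-Veh and that in HT-Veh versus WT-Veh had a Pearson's r of -0.37 and a Spearman's rho of -0.23 over 16655 genes, and 56.0% of the genes changed in opposite directions. Genes are not independent replicates, so no p is given. Both changes use the HT-Veh mice, which alone makes r negative. When each change used 2 different HT-Veh mice, r was 0.095 on average over the 6 ways to share them out (0.044 to 0.16). When both changes used the same 2 HT-Veh mice, r was -0.55.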

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

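The tests of olfactory bulb markers and of transcript length in this part were chosen after the distant samples had been seen. In 118 groups of 4 values (17 genes, 13 gene set scores and the olfactory bulb score, each within a group), the highest or lowest mouse was set against the other 3 by Dixon's test. A mouse lay apart in 19 groups, where chance gives 5.9. WT-Veh replicate 1 accounted for 10 of them, HT-Veh replicate 4 for 3, and the other 6 were spread over 5 mice.

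WT-Veh replicate 1 lay above the other WT-Veh mice in the mean log2(value + 1) of the ribosomal proteins (11.33, others 10.87 to 10.92), the mitochondrial ribosomal proteins (9.36, others 9.04 to 9.08) and oxidative phosphorylation (10.95, others 10.56 to 10.60). It lay below them for synapse genes (12.19, others 12.50 to 12.51), fragile X protein targets (12.72, others 13.13 to 13.14), autism risk genes (11.06, others 11.37 to 11.37), chromatin genes (10.64, others 10.78 to 10.81) and markers of glutamatergic neurons (11.24, others 11.36 to 11.38). Sike1 was at 675 normalized counts in this mouse and at 1554 to 1710 in the others. Its olfactory bulb score was 9.65, against 3.74 to 4.12. HT-Veh replicate 4 lay below the other HT-Veh mice for synapse genes (12.38, others 12.52 to 12.55), fragile X protein targets (12.99, others 13.12 to 13.15) and autism risk genes (11.31, others 11.41 to 11.41). The sets share genes, so these values are not independent.

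Both mice had the highest olfactory bulb score of their group, and carry-over of bulb tissue is a candidate explanation of their set scores. If so, the fragile X score should fall with the bulb score among the other 14 samples as well. There, Spearman's rho was -0.802 (permutation p 0.00101) and Pearson's r -0.742 (permutation p 0.0118), and r was -0.910 without the 2 samples farthest out in bulb score. Within the 7 WT samples rho was -0.857 (exact permutation p 0.0238) and r -0.686 (exact permutation p 0.0770). Within the 7 HT samples rho was -0.607 (exact permutation p 0.167) and r -0.320 (exact permutation p 0.520). Their bulb scores spanned only 3.42 to 4.33, against 3.74 to 9.34 in the 7 WT samples, so a relation in HT is neither shown nor excluded. Only this set was tested in this way. A shift with transcript length is the other candidate. Across genes, the deviation of WT-Veh replicate 1 from the mean had a rho of -0.369 with transcript length, where HT-Veh replicate 4 had -0.0865 and WT-Flx replicate 1, which scored lower in bulb markers than WT-Flx replicates 2 and 4, had -0.423. In WT-Veh replicate 1 the deviation of the fragile X protein targets lay at percentile 68.5 among random lists matched on expression and length, so genes of the same length deviated as much. For that set, neither explanation can be told apart from the other. Some sets in this mouse deviated otherwise than genes of like length: oxidative phosphorylation lay at percentile 100 of the matched lists and oligodendrocyte markers at 0. The lists hold unrelated genes and vary less than a set whose genes vary together, so these percentiles may be overstated. Both mice share their group with 3 mice that did not deviate in this way, so genotype and treatment as labelled do not explain the deviations. The labels are taken as given. In WT-Veh replicate 1, Arid1b (1787) lay within the HT-Veh range (1619 to 2005), whereas Tmem181b-ps (2520) lay below every HT mouse (5607 to 9252). WT-Veh replicate 1 also had the smallest normalized total (92.8% of the mean of all samples). A single factor per sample moves all genes the same way. This mouse was higher for ribosomal proteins (11.33, others 10.87 to 10.92) and lower for fragile X protein targets (12.72, others 13.13 to 13.14), which argues against such a factor. After rescaling to a common upper quartile, 9 of 9 sets kept their direction past the threshold in HT-Veh versus WT-Veh. A normalization that differs between genes was not tested.

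The other 6 values that Dixon's test set apart were close in number to the 5.9 that chance gives over all groups. Chromatin genes were at 10.59 in WT-Flx replicate 1 (others 10.82 to 10.85). For this mouse the deviation was not confined to 1 measure. It was highest of its group for ribosomal proteins (11.18, others 10.67 to 10.98) and oxidative phosphorylation (10.85, others 10.30 to 10.54). It was lowest for fragile X protein targets (12.87, others 12.97 to 13.09) and autism risk genes (11.11, others 11.32 to 11.45). These directions are those of WT-Veh replicate 1, though Dixon's test did not set the mouse apart there. Arid1b was at 1545 in HT-Flx replicate 4 (others 1661 to 1671), Hdac4 at 2801 in HT-Flx replicate 2 (others 1955 to 2004), Mef2a at 4733 in HT-Veh replicate 3 (others 5063 to 5085) and Fam220a at 41.2 in HT-Flx replicate 2 (others 5.43 to 6.86). The olfactory bulb score was 3.42 in HT-Flx replicate 3 (others 4.12 to 4.21). No explanation was tested for these 6 values. The higher Hdac4 mean of HT-Flx than of HT-Veh owes much to replicate 2, whereas all 4 HT-Flx mice lay above the WT-Flx mice (1343 to 1624). HT-Flx and WT-Flx also differed in bulb score without overlap.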

How the results depend on the processing

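The olfactory bulb score as a covariate, alone or with all 4 groups in the fit, was chosen after seeing the data, and the other alternatives were planned. Over all alternatives, 268 of the values that answer a comparison stayed the same, 37 moved and 13 reversed. A tested change stayed the same if it kept its direction and its side of the threshold, a count if it was within 1.5 times, and a value with no test if it moved by less than its spread, whatever its sign. For the genes, lists and set scores named within comparisons 534 stayed the same, 1 moved, 14 reversed, 108 became weaker and 1 stronger. The median change of the 10 fragile X protein targets named by the study, which has no test here, is among these. Its sign differed in 4 of 19 alternatives in HT-Veh versus WT-Veh (-0.080 to 0.11), 7 of 19 in HT-Flx versus HT-Veh (-0.066 to 0.041), 5 of 19 in WT-Flx versus WT-Veh (-0.15 to 0.10) and 1 of 19 in HT-Flx versus WT-Flx (-0.13 to 0.13). Where no cause is named, the cause was not tested. A DESeq2 fit was planned only for counts and was not run, since the values are not counts. Without the sequencing depth, genes with low values cannot be weighted by their precision.

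In HT-Veh versus WT-Veh, the 3 genes became 18 with quality weights (14 higher), 20 with the bulb covariate (13 higher), 1 with all 4 groups and the bulb covariate, and 0 with all 4 groups in the fit (666 genes at an unadjusted p under 0.05). Across the 8 fits that each left out 1 mouse, 0 to 2 genes passed, with 554 to 1240 at an unadjusted p under 0.05. Fam220a, at 6.16 or less in HT-Veh, falls below the filter in each fit without a WT-Veh mouse and could not pass there. Ccdc3, Rspo1 and Fam220a were kept with quality weights and with the bulb covariate. Over the alternatives in which each was tested, the limma adjusted p ran from 0.00299 to 0.391 for Ccdc3, from 0.000747 to 0.548 for Rspo1 and from 0.00532 to 0.654 for Fam220a. In HT-Flx versus HT-Veh and in the interaction the count stayed at 0. In WT-Flx versus WT-Veh, the 0 genes became 12 with quality weights, 2 with the bulb covariate and 1 with all 4 groups and the bulb covariate. Leaving out 1 mouse gave 0 to 4 genes, with 447 to 1714 at an unadjusted p under 0.05, and the 4 appeared without WT-Veh replicate 1.

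In HT-Flx versus WT-Flx, the 7 genes (3 higher, 4 lower) became 4 with a pseudocount of 0.1 (1 higher, 3 lower), 4 with quantile normalization (1 higher, 3 lower), 4 with all 4 groups in the fit (1 of the 7 kept), 14 with quality weights, and 0 with a mean of at least 100 (1443 at an unadjusted p under 0.05). That filter removes the low genes among the 7, and the others weakened to limma adjusted p 0.0641 to 0.0664. The bulb covariate gave 0 genes (365 at an unadjusted p under 0.05), and with all 4 groups in the fit it gave 0 as well (1159). Leaving out 1 mouse gave 0 to 23 genes, with 1115 to 2241 at an unadjusted p under 0.05. The 4 lower genes, listed at 0 in every HT-Flx mouse, fall below the filter on low values in each fit without a WT-Flx mouse. Their loss in those fits was therefore fixed in advance.

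Same-numbered samples had a mean correlation of deviations of 0.0110 in HT-Veh versus WT-Veh, 0.0258 in HT-Flx versus HT-Veh and 0.0253 in HT-Flx versus WT-Flx, so no pairing by replicate number was seen there. With the replicate number as a block, the gene counts in these comparisons were 0 (741 at an unadjusted p under 0.05), 0 (593) and 5, and 0 (944) in the interaction. In WT-Flx versus WT-Veh (0.102) the block gave 0 genes (1237). Gene sets numbered 10, 8 and 4 with the block.

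Arid1b was lower in HT under every alternative, by -0.29 to -0.51 with vehicle and by -0.34 to -0.60 with fluoxetine. These alternatives mix an exact permutation test for the scaling choices with the limma adjusted p for the model choices. Hdac4 in HT-Veh versus WT-Veh reversed to -0.094 with quality weights, -0.028 with the bulb covariate and -0.014 with all 4 groups and the bulb covariate. In HT-Flx versus HT-Veh, Mef2a reversed to 0.013 with the bulb covariate. Leaving out 1 mouse in HT-Veh versus WT-Veh gave -0.15 to 0.098 for Hdac4 and -0.45 to 0.30 for Arc. In HT-Flx versus HT-Veh it gave -0.092 to 0.070 for Mef2a and -0.17 to 0.62 for Arc.

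Camera lowered the gene sets past the threshold from 9, 8 and 5 to 0, 0 and 0, with 0 at an unadjusted p under 0.05 in each. In WT-Flx versus WT-Veh, 10 sets passed with the bulb covariate and 10 with all 4 groups and the bulb covariate. Leaving out 1 mouse gave 4 to 10 sets in HT-Flx versus HT-Veh and 3 to 7 in WT-Flx versus WT-Veh. The score of the fragile X protein targets reversed in HT-Flx versus HT-Veh to -2.14 with the bulb covariate and -2.58 with all 4 groups and that covariate. In WT-Flx versus WT-Veh it reversed to 4.08 and 4.09. GABAergic markers in HT-Flx versus HT-Veh reversed to 0.787 with all 4 groups and the bulb covariate. In HT-Veh versus WT-Veh, leaving out 1 mouse gave scores of -5.33 to 2.64 for ribosomal proteins, -1.60 to 3.72 for synapse genes, -2.92 to 4.75 for fragile X protein targets and -0.57 to 4.04 for autism risk genes, and each reversed only without WT-Veh replicate 1. In HT-Flx versus HT-Veh, fragile X protein targets ran from -2.06 to 3.09. In WT-Flx versus WT-Veh, ribosomal proteins ran from -4.44 to 1.00 and autism risk genes from -2.13 to 2.99. The reversal correlation of -0.37 became 0.095 with 2 different HT-Veh mice in each change, and otherwise stayed between -0.51 and -0.26.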

Other observations

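The splits of the samples were set before any split had been run, whereas the olfactory bulb markers and covariate, the transcript length tests, the combined fit of genotype over both treatments, the window around Arid1b with its checks, the summed Tmem181 copies and the use of camera and of a pseudocount of 8 as tests of an explanation were chosen after the results they bear on had been seen.

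Real groupings were set against other splits of the same 8 mice into 4 and 4. Only splits that part all same-numbered mice are like the real one in that respect. There are 8 of these, so the share cannot go below 1 in 8 and such a comparison cannot exclude a chance result. For HT-Veh versus WT-Veh, 1 of these 8 splits, the real one, gave as many as 3 genes, and 1 of all 35 splits did. For HT-Flx versus WT-Flx, 1 of the 8 and 1 of all 35 splits gave as many as 7 genes. At an unadjusted p under 0.05, as many genes were found in 11 of 35 splits for HT-Veh versus WT-Veh (822 or more) and in 2 of 35 for HT-Flx versus WT-Flx (1754 or more). For the 0 genes of HT-Flx versus HT-Veh and of WT-Flx versus WT-Veh, all 8 of 8 splits gave as many, which a count of 0 fixes in advance. In 5 and 8 of the 35 splits there were more. For the interaction all 100 of 100 drawn splits gave at least 0 genes, again fixed in advance, and 7 gave more.

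One other split of the WT mice gave 401 genes, where the real split of WT-Flx against WT-Veh gave 0 (707 at an unadjusted p under 0.05). It set WT-Flx replicates 1, 2 and 4 and WT-Veh replicate 1 against the rest, and these are the 4 WT samples with the highest olfactory bulb scores (6.67 to 9.65, the rest 3.74 to 5.09). The split arose by enumeration of all 35 and is not a grouping of the study.

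The gene set calls were weighed against 4 explanations. As many sets as in the real split passed in 8 of the 8 splits that part same-numbered mice for HT-Veh versus WT-Veh, in 6 of 8 for HT-Flx versus HT-Veh and in 6 of 8 for WT-Flx versus WT-Veh. Over all 35 splits these numbers were 33, 25 and 31, so calls at this rate need no group difference. Genes of a set that vary together between mice may produce such calls under gene permutation: camera, which allows for this, called 0, 0 and 0 sets, with 0 at an unadjusted p under 0.05 in each. Whether camera could detect shifts of this size in such sets is not known. With the olfactory bulb score as a covariate, 9 of 9, 6 of 8 and 4 of 5 sets kept their direction past the threshold. With all 4 groups and that covariate, 9 of 9, 3 of 8 and 4 of 5 did. Without WT-Veh replicate 1, the mouse with the highest bulb score, 4 of 9 did in HT-Veh versus WT-Veh and 1 of 5 in WT-Flx versus WT-Veh. The fragile X protein targets reversed with the covariate in both drug comparisons. How far carry-over of bulb tissue accounts for the calls is therefore not decided. Transcript length was tested with random lists matched on expression and length. Lists of unrelated genes vary less than sets whose genes vary together, so they can place such a set outside too readily. The median changes of 6 of 9, 6 of 8 and 4 of 5 sets lay outside the central range of the matched lists. Most sets thus changed otherwise than genes of like length and expression, but a part of length in these changes is not excluded. The fragile X protein targets were an exception in all 3 comparisons (percentiles 6.38, 13.5 and 21.1): their median change was that of other genes of like length and expression. No set call is put forward as biological, since both the splits and camera leave variation between mice as an explanation.

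The negative reversal correlation may come from the HT-Veh mice that enter both changes. With 2 different HT-Veh mice in each change, r was 0.095 in place of -0.37. Among splits of the 8 HT mice that part same-numbered mice, 14 of 16 gave an r as low as the real one, and 63 of all 70 did. All 70 gave an r below 0 (median -0.48). A reversal of the genotype change by fluoxetine was therefore not found by this measure in adult cortex.

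A candidate explanation of the first principal component is olfactory bulb tissue carried over in dissection to differing extents. Across the 16 samples the component followed the bulb score (Spearman's rho 0.841, Pearson's r 0.919). A shift with transcript length is another candidate, which was not tested against the component. WT-Veh replicate 1, WT-Flx replicates 1 and 4 and HT-Veh replicate 4, at its positive end, also had the lowest rho with length (-0.369, -0.423, -0.120 and -0.0865). A list of 17 other bulb and migrating neuroblast markers, not used to define the score, was tested against it. Across the 16 samples Pearson's r was 0.948 (permutation p 1e-05, the smallest possible; adjusted over 2 lists 2e-05) and Spearman's rho 0.682 (permutation p 0.00454, adjusted 0.00908). All 17 genes rose with the score. Of 10000 random lists matched on expression, the list's r lay at percentile 99.96. Without the 2 samples farthest out, WT-Veh replicate 1 and WT-Flx replicate 4, r was 0.870 and rho 0.530, which is under the 0.6 set for the test. Within the 8 WT samples rho was 0.929 (exact permutation p 0.00223). Within the 8 HT samples it was 0.119 (exact permutation p 0.793), and r was 0.846 (exact permutation p 0.0668), which rests on HT-Veh replicate 4. Markers of striatum, another neighbour of the prefrontal cortex, did not follow the bulb score over all samples (rho 0.338, permutation p 0.201; r 0.147, permutation p 0.587). Without the same 2 samples their rho was 0.622 and r 0.671. Within the 8 HT samples rho was 0.738 (exact permutation p 0.0458) and r 0.787 (exact permutation p 0.00955), so a share of striatal tissue is not excluded there. Within the 8 WT samples rho was -0.167 (exact permutation p 0.703) and r -0.321 (exact permutation p 0.432). As a biological alternative, genotype was tested: over all 16 samples HT and WT scores overlapped (permutation p 0.0741), whereas under fluoxetine HT-Flx scored lower than WT-Flx without overlap (exact permutation p 0.0286, the smallest possible; adjusted over 5 comparisons 0.143). A link with genotype is therefore not excluded, and no drug effect on these markers passed either (exact permutation p 0.314 in WT and 0.400 in HT). Dissection records were not analysed here.

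Genes near Arid1b may differ between the genotypes because the interval around the targeted locus was inherited with the mutation. In a fit of genotype over both treatments, 13 of the 43 other tested genes within 5 Mb of Arid1b on chromosome 17 had an unadjusted p under 0.05 (30.2%, Arid1b itself left out). As high a share was found in 2 of 2361 windows elsewhere (0.0847%), whose median was 11.5%. These windows overlap one another, so the share is not a p-value. Only this width was tried. With the olfactory bulb score as a covariate the share was 18.6%, again as high in only 0.0847% of windows. Without the 7 Tmem181 and Dynlt1 copies it was 22.2%, as high in 2.33% of windows. In both checks the share stayed above that of the median window (5.26% with the covariate, 11.5% without the copies). The covariate and the removal of the copies were not combined, so whether they jointly account for the share is not decided. Reads shared between near-identical copies could also move single genes. The summed value of Tmem181a, Tmem181b-ps and Tmem181c-ps was higher in every HT mouse (9316 to 13476) than in every WT mouse (4839 to 9015; exact permutation p 0.000408, the smallest possible), so a mere division of reads among the 3 copies is not the whole of it. For Tmem181b-ps alone, the log2 change of 0.90 (limma adjusted p 0.0191) became 0.71 with the bulb covariate (limma adjusted p 0.0714). The call is lost with the covariate, but most of the change remains. Every HT mouse (5607 to 9252) lay above every WT mouse (2520 to 5385), which by itself does not separate genotype from the bulb score. At like bulb scores the order held. WT-Veh replicates 2 to 4 (scores 3.74 to 4.12) were at 4800 to 5385, and the HT-Flx mice (scores 3.42 to 4.21) at 5607 to 9252. For this gene, these values argue against carry-over alone. The study describes the line as made in C57BL/6N and crossed to C57BL/6N mice, which leaves less room for an interval from another strain. A variant linked to the mutation and an effect of the Arid1b mutation on its neighbours were not tested, so which of these is at work remains open.

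In the combined fit of genotype over both treatments, 10 of 17554 genes passed an adjusted p of 0.05, 6 higher in HT, and 2051 had an unadjusted p under 0.05. With the bulb covariate 2 passed, Otof and Arid1b itself (log2 change -0.51, limma adjusted p 0.0285, and 0.124 without the covariate). Only Otof passed in both fits. Otof (chosen after its values were seen) had a log2 change of 0.74 (limma adjusted p 0.0117) and of 0.56 with the covariate (limma adjusted p 0.00544). Its normalized counts were 1163 to 1869 in HT and 655 to 1142 in WT, with no overlap among the 16 mice. Carry-over of bulb tissue therefore does not fully account for this call, and no other explanation was tested for Otof.

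The 4 genes listed at 0 in every HT-Flx mouse and present in every WT-Flx mouse could owe their calls to values near 0 on the log2 scale. With a pseudocount of 8, 3 of the 4 still passed. Over the whole table, 22 genes were listed at 0 in all HT-Flx mice, 17 in all HT-Veh, 5 in all WT-Flx and 13 in all WT-Veh. Of the 4, 3 are processed pseudogenes, for which a sequence variant or reads shared with a parent gene may decide whether the quantification lists any value, and neither was tested.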
